# Characterization of gene expression profiles in the mouse brain after 35 days of spaceflight mission

**DOI:** 10.1038/s41526-022-00217-4

**Published:** 2022-08-10

**Authors:** Jacob M. Holley, Seta Stanbouly, Michael J. Pecaut, Jeffrey S. Willey, Michael Delp, Xiao Wen Mao

**Keywords:** Neuroscience, Chronic inflammation

## Abstract

It has been proposed that neuroinflammatory response plays an important role in the neurovascular remodeling in the brain after stress. The goal of the present study was to characterize changes in the gene expression profiles associated with neuroinflammation, neuronal function, metabolism and stress in mouse brain tissue. Ten-week old male C57BL/6 mice were launched to the International Space Station (ISS) on SpaceX-12 for a 35-day mission. Within 38 ± 4 h of splashdown, mice were returned to Earth alive. Brain tissues were collected for analysis. A novel digital color-coded barcode counting technology (NanoString^TM^) was used to evaluate gene expression profiles in the spaceflight mouse brain. A set of 54 differently expressed genes (*p* < 0.05) significantly segregates the habitat ground control (GC) group from flight (FLT) group. Many pathways associated with cellular stress, inflammation, apoptosis, and metabolism were significantly altered by flight conditions. A decrease in the expression of genes important for oligodendrocyte differentiation and myelin sheath maintenance was observed. Moreover, mRNA expression of many genes related to anti-viral signaling, reactive oxygen species (ROS) generation, and bacterial immune response were significantly downregulated. Here we report that significantly altered immune reactions may be closely associated with spaceflight-induced stress responses and have an impact on the neuronal function.

## Introduction

The spaceflight environment is characterized mainly by ultraviolet and ionizing radiation, microgravity, and physiological/psychological stressors. These conditions present a significant hazard to spaceflight crews during the course of mission activities. The susceptibility of the central nervous system (CNS) to spaceflight-induced changes can be particularly devastating to the health, mission performance, and quality of life of the spaceflight crew both acutely and chronically. The health risk from spaceflight-induced neuronal damage and potential adverse neurovascular effects are a chief concern, examples are intracranial fluid redistribution results in alteration of brain perfusion, neurovestibular problems, and cognitive alterations in astronauts^1,2^ caused by microgravity and/or strong gravitational changes during ascent and re-entry. Long-duration spaceflights reportedly induce immune dysregulation, which is considered a risk to astronaut safety and mission success^3^. Studies to date have demonstrated the altered distribution of peripheral leukocytes, a diminished function of specific leukocyte subpopulations, and skewed cytokine profiles in many astronauts^3^. Many biomarkers associated with neuroinflammation following space radiation and space stressors in rodents and humans have been identified^4–8^. However, the precise nature of immune dysregulation during spaceflight is not well understood. Evidence suggests that acute exposure to galactic cosmic rays (GCRs) induce detrimental CNS changes including an increased level of neuroinflammation, neuronal damage and cognitive deficits similar to accelerated aging^9–12^. Ionizing radiation has been shown to elicit neuroinflammation through direct activation of microglia cells^13^ and through the increased infiltration of immune and inflammatory cells through the damaged blood-brain barrier (BBB)^14^. Study also showed that both microgravity encountered by astronauts in space and simulated microgravity on earth induce changes in brain structure and function^15^. Microgravity induces a tremendous shift in body fluids, an increase in brain fluid and alterations in tissue perfusion^16^. Space microgravity modulates the expression of cellular molecules, and alters pro-inflammation cytokine secretion^17^. Neuroinflammation is also a central pathological feature of several acute and chronic brain diseases, including Alzheimer’s disease (AD), Parkinson disease, amyotrophic lateral sclerosis, and multiple sclerosis^18^.

The CNS is sensitive to oxidative injury due to its high oxygen consumption^19^, the content of oxidizable unsaturated lipids^20^ and low levels of anti-oxidant defenses^21^. Oxidative injury has been implicated as a causative or contributory factor in a number of neurodegenerative conditions, including aging, and ischemic, traumatic damage^22–26^. Our preliminary studies have shown that spaceflight and ionizing radiation cause prolonged oxidative stress and endothelial dysfunction that may lead to chronic inflammation and adverse remodeling^27–30^. However, our knowledge about the mechanism and consequences of spaceflight condition-induced neuroinflammation is very limited. Because of the complexity of the processes and pathways that lead to neuroinflammation, an in-depth “omics” approach will potentially provide insight to understanding the impact of environmental insults on the CNS and the immune function that may have a long-lasting impact.

The goal of this study was to characterize changes in gene expression using a neuroinflammatory assay panel to investigate inflammation, neuronal function, growth, metabolism, and stress in mouse brain tissue after spaceflight.

## Results

### Changes of gene expression in neuroinflammation panel

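RNA from the right caudal part of the brain of 6 FLT mice and 6 GC mice was measured on the nCounter panel, which counts each transcript through a fluorescent barcode without amplification. The FLT mice flew for 35 days, the GC mice were housed on the ground for 38 days, and all mice were 10 weeks old at launch. The authors deposited 1 whole number for each of 770 genes in each mouse. These numbers are barcode counts that the authors had normalized to the positive controls and then to housekeeping genes and had rounded, so they are normalized values and not raw counts. The values of a mouse summed to between 299670 and 404797 in the FLT group (median 326361) and to between 283754 and 368556 in the GC group (median 327414). Because normalization makes such sums alike, they do not give the depth. The depth was read from the low values, which move in steps where 1 barcode count is worth more than 1 after normalization. The step was 1.36 in FLT8, 2.72 in FLT9, 5.25 in FLT10, 1.49 in FLT12, 3.12 in FLT13 and 2.66 in FLT14. In FLT10, 90.5% of the values up to 150 were whole multiples of the step after rounding, and in the other FLT mice the share was between 99.2% and 100%. No step was found in any GC mouse, and the largest that their values allow was 1.03. A value of 20 therefore stands for about 3.81 counts in FLT10, about 14.8 counts in FLT8 and at least 19.4 counts in every GC mouse. For 200 of the 770 genes the mean value over all 12 mice was under 20. The groups were compared gene by gene with limma on log2(value + 1), a scale that understates the change of genes with low values. All fold changes are FLT relative to GC.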

A set of 54 differently expressed genes (DEG) significantly (*p* < 0.05) by one-way analysis of variance (ANOVA) and Tukey’s HSD (honestly significant difference) test segregates the ground control (GC) group from the flight (FLT) group (Table 1). Clusters of genes related to neuronal function, neuronal cell support, immune function, and cellular growth and stress were significantly altered and organized based on their protein’s role. 

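Over all 770 genes, 59 had an unadjusted p under 0.05 in the limma comparison, where 38.5 would be expected by chance, and 0 had an adjusted p under 0.05 after Benjamini-Hochberg adjustment. The smallest adjusted p was 0.246, shared by Optn and Nfe2l2. All 54 genes of Table 1 were among the rows, and 53 of them changed in the direction the paper lists. Of these 54 genes, 23 had an unadjusted p under 0.05 in limma. Adjusted over the list alone, 4 passed, which is not independent evidence because the list was chosen on these mice. Other tests called more of the 54 at an unadjusted p under 0.05, 31 by exact permutation and 29 by one-way analysis of variance, the test the paper names. The count of 23 moved most, to 10, when FLT8 and FLT12, whose steps were smallest, were the only FLT mice kept, a choice made after the values were seen. It became 31 after scaling to the same median in each mouse and 15 without FLT13. Optn had a value of 100.0 ± 5.80 (SD, n = 6) in FLT and 129 ± 6.92 (SD, n = 6) in GC, and every FLT mouse lay below every GC mouse (exact permutation test, two-sided, p = 0.00216, the smallest that 6 mice against 6 allow). Its log2 fold-change was -0.36 (standard error 0.08) and stayed between -0.38 and -0.34 with each mouse left out in turn. The listed genes were also divided by their mean value, at a limit of 55 chosen after the values were seen. The 40 listed genes with a mean value of at least 55 had a median log2 fold-change of -0.18, and 23 of them had an unadjusted p under 0.05. The 14 listed genes with a lower mean value had a median of -0.15, and 0 of them had an unadjusted p under 0.05. The paper takes the genes past its unadjusted threshold as those that separate the groups and sorts them by the role of their proteins.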

SIN3A (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001110350), SLC2A5 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_019741), MERTK (https://www.ncbi.nlm.nih.gov/gene/?term=NM_008587), TREM2 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_025864), RIPK1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_009068) are listed in multiple tables as they are found to play various roles.

**Table 1:** Summary of the 54 differentially expressed genes in flight (FLT) mice brains relative to habitat ground controls (GC).

Gene name (mRNA)	Functions	Log2 fold Δ	LC limit (log2)	UC limit (log2)	*p* value
Optn	Autophagy, cell cycle, microglia function	−0.435	−0.547	−0.324	1.72E−05
Mertk	Autophagy, microglia function	−0.368	−0.499	−0.237	0.000256
Cd74	Adaptive immune response, inflammatory signaling	−1	−1.45	−0.548	0.00146
Plp1	Oligodendrocyte function	−0.363	−0.54	−0.187	0.00238
Sox4	Microglia function, Wnt	0.314	0.156	0.473	0.00304
H2-T23	Adaptive immune response, astrocyte function, inflammatory signaling, innate immune response, matrix remodeling	0.357	0.165	0.548	0.00447
Irf7	Apoptosis, inflammatory signaling, innate immune response	−1.06	−1.63	−0.487	0.00544
Reln	Growth factor signaling, matrix remodeling	−0.535	−0.836	−0.235	0.00583
Prkar2b	Apoptosis, cell cycle, growth factor signaling	−0.32	−0.503	−0.137	0.00641
Agt	Astrocyte function	0.432	0.184	0.679	0.00657
Aldh1l1	Astrocyte function	−0.345	−0.542	−0.147	0.00659
Brd2	Epigenetic regulation	−0.182	−0.286	−0.0773	0.00667
Ccng2	Cell cycle, DNA damage	0.292	0.119	0.465	0.00785
Hspb1	Angiogenesis, astrocyte function, cellular stress, growth factor	0.706	0.284	1.13	0.00825
Dlg4	Adaptive immune response, angiogenesis, cytokine signaling, growth factor signaling, neurons and neurotransmission	−0.279	−0.45	−0.108	0.00947
Cd6	Matrix remodeling	−0.972	−1.56	−0.388	0.00978
Csk	Adaptive immune response, angiogenesis, growth factor	−0.236	−0.384	−0.0878	0.0108
F3	Microglia function	−0.304	−0.496	−0.113	0.011
Csf1r	Cytokine signaling, growth factor signaling, microglia function	−0.209	−0.341	−0.0771	0.0111
Uty	Epigenetic regulation	0.308	0.113	0.502	0.0112
Kcnd1	Microglia function, neurons and neurotransmission	−0.893	−1.45	−0.337	0.0117
Cyp27a1	Inflammatory signaling	−0.805	−1.32	−0.292	0.0132
Slc2a5	Microglia function	−0.623	−1.02	−0.226	0.0132
Sin3a	Epigenetic regulation	−0.43	−0.715	−0.146	0.0142
E2f1	Apoptosis, cell cycle, cellular stress, notch	−0.709	−1.17	−0.25	0.0143
Egfr	Adaptive immune response, angiogenesis, astrocyte function	−0.509	−0.841	−0.177	0.0149
Tmem206	Microglia function	−0.239	−0.407	−0.0701	0.0196
C5ar1	Inflammatory signaling, neurons and neurotransmission	−0.851	−1.44	−0.259	0.0201
Opalin	Oligodendrocyte function	−0.546	−0.935	−0.157	0.0205
Ncf1	Adaptive immune response, angiogenesis, cellular stress	−0.539	−0.918	−0.159	0.0214
Mre11a	DNA damage	−0.383	−0.665	−0.1	0.0241
Ikbkg	Adaptive immune response, apoptosis, inflammatory signaling	−0.27	−0.47	−0.0697	0.0246
Prkaca	Adaptive immune response, angiogenesis, apoptosis, Wnt	−0.144	−0.251	−0.0371	0.0248
Apoe	Astrocyte function, cellular stress, lipid metabolism, microglia	0.296	0.072	0.521	0.027
St8sia6	Microglia function	−0.479	−0.835	−0.123	0.0272
Gpr62	Oligodendrocyte function	−0.418	−0.736	−0.1	0.0276
Hpgds	Lipid metabolism	−0.527	−0.922	−0.132	0.0282
Sesn1	DNA damage	0.226	0.0509	0.4	0.0298
Cdc25a	Cell cycle, DNA damage	0.218	0.0481	0.389	0.0307
Lmna	Apoptosis, cell cycle, microglia function	−0.284	−0.507	−0.0596	0.0324
Map2k4	Adaptive immune response, apoptosis, cellular stress	−0.2	−0.359	−0.041	0.0334
Irf8	Inflammatory signaling, microglia function	−0.51	−0.914	−0.106	0.0352
Trem2	Adaptive immune response, inflammatory signaling, microglia	−0.461	−0.833	−0.088	0.0359
Mpeg1	Inflammatory signaling	−0.292	−0.528	−0.0551	0.0363
Rhoa	Angiogenesis, autophagy, growth factor signaling, Wnt	0.196	0.0351	0.357	0.0381
Tarbp2	Epigenetic regulation	0.195	0.0346	0.355	0.0384
Ripk1	Apoptosis, innate immune response, NF-kB	−0.63	−1.14	−0.119	0.0389
Gadd45g	Cell cycle, DNA damage, growth factor signaling	0.392	0.0686	0.716	0.0389
Brd3	Epigenetic regulation	−0.305	−0.557	−0.0526	0.0394
Nrgn	Neurons and neurotransmission	−0.16	−0.295	−0.0261	0.0413
Nlgn2	Matrix remodeling, neurons and neurotransmission	−0.306	−0.562	−0.0486	0.042
Bbc3	Apoptosis, DNA damage	−0.538	−0.987	−0.0897	0.0432
Rgl1	Growth factor signaling, microglia function	0.105	0.0146	0.196	0.0462
Creb1	Adaptive immune response, carbohydrate metabolism, DNA damage, innate immune response, notch	0.235	0.0291	0.44	0.0493

*LC* lower confidence, *UC* upper confidence.

### Changes of gene expression associated with neuronal function

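The 7 genes Reln, Sin3a, Nlgn2, Kcnd1, Dlg4, Slc2a5 and Nrgn all had a lower mean log2 value in FLT than in GC, with log2 fold-changes between -0.43 and -0.13 and a median of -0.26. Reln had a value of 89.8 ± 12.9 (SD, n = 6) in FLT and 122 ± 22.8 (SD, n = 6) in GC (exact permutation test, two-sided, p = 0.0238), with a log2 fold-change of -0.43 (standard error 0.14, limma adjusted p = 0.480). Sin3a had a value of 192 ± 43.5 (SD, n = 6) in FLT and 249 ± 26.4 (SD, n = 6) in GC (exact permutation p = 0.0152), and a log2 fold-change of -0.40 (standard error 0.16, limma adjusted p = 0.582). In the same exact test p was 0.0368 for Nlgn2 and 0.0455 for Dlg4, while the unadjusted limma p was 0.0510 and 0.0550. For Nrgn, at 5741 ± 562 (SD, n = 6) in FLT and 6271 ± 441 (SD, n = 6) in GC, the exact permutation p was 0.0952. Kcnd1 and Slc2a5 had low values, 20.5 ± 4.68 in FLT against 24.3 ± 3.33 in GC for Kcnd1 and 37.2 ± 9.75 against 43.5 ± 7.97 for Slc2a5 (SD, n = 6 each). Neither had an exact permutation p under 0.05 (0.110 and 0.190). Leaving out FLT9 raised the number of these genes with an unadjusted limma p under 0.05 from 2 to 5, leaving out FLT8 raised it to 4, and leaving out FLT13 or GC8 lowered it to 1.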

Genes directly involved with neuronal function were universally downregulated and are summarized in Table 2 and Fig. 1. Overall, a picture of decreased neuron plasticity and signaling dysfunction is painted. Those genes that are involved in neuron support cell function were also found to be broadly downregulated and are summarized in Table 3 and Fig. 2. 

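All 7 genes of Table 3 had a negative log2 fold-change, from -0.56 for Opalin to -0.15 for Ncf1. Mertk, a receptor kinase for the uptake of apoptotic cells, had a value of 175 ± 17.1 (SD, n = 6) in FLT and 217 ± 7.71 (SD, n = 6) in GC, with a log2 fold-change of -0.31 (standard error 0.09, limma adjusted p = 0.426) and no overlap between the groups (exact permutation p = 0.00216). Csf1r had a value of 321 ± 31.0 (SD, n = 6) in FLT and 359 ± 10.4 (SD, n = 6) in GC (exact permutation p = 0.00433), and 1 mouse, FLT10, lay far below the other FLT mice. In limma, whose estimate of the spread is shared over genes, the unadjusted p of Csf1r was 0.0788. The values of Trem2 overlapped, at 104 ± 31.9 (SD, n = 6) in FLT and 135 ± 28.8 (SD, n = 6) in GC (exact permutation p = 0.0887). Ncf1 was at 33.8 ± 8.28 (SD, n = 6) in FLT and 37.0 ± 4.82 (SD, n = 6) in GC (exact permutation p = 0.379).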

Microglial cell and oligodendrocyte dysfunction were most pronounced along with the inhibition of myelin sheath maintenance. 

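Opalin had a value of 226 ± 87.1 (SD, n = 6) in FLT and 317 ± 39.6 (SD, n = 6) in GC (exact permutation p = 0.0390). Marker lists written without these data were tested with limma's camera. The 19 oligodendrocyte genes of the panel had a mean log2 fold-change of -0.047 and a median of -0.0055, with 10 lower and 9 higher in FLT (unadjusted p = 0.152, adjusted p = 0.228 over 6 lists). The 26 microglia genes had a mean of -0.034 and a median of 0.0057, with 13 lower and 13 higher (unadjusted p = 0.0557, adjusted p = 0.167). No list had an adjusted p under 0.05, under camera or under fry.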

Levels of immune and inflammation related gene expression were grossly downregulated except for two upregulated genes, H2-T23 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_010398) and SOX4 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_009238). 

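Of the 17 genes of Table 4, 14 had a negative and 3 a positive log2 fold-change, and 5 had an unadjusted limma p under 0.05 in the direction listed. Besides H2-T23 and Sox4, the positive fold-change was that of Ripk1. H2-T23 had a value of 91.0 ± 12.3 (SD, n = 6) in FLT and 70.2 ± 9.95 (SD, n = 6) in GC (exact permutation p = 0.0108), and Sox4 had 102 ± 8.79 (SD, n = 6) in FLT and 80.5 ± 6.38 (SD, n = 6) in GC (exact permutation p = 0.00433). Their log2 fold-changes were 0.37 and 0.34. Cd74 had the largest decrease of these genes, from 111 ± 24.1 (SD, n = 6) in GC to 61.3 ± 18.1 (SD, n = 6) in FLT (exact permutation p = 0.00433), with a log2 fold-change of -0.88 (standard error 0.22, limma adjusted p = 0.392). Csk was lower in FLT by the exact permutation test as well (p = 0.0216), but not by limma (unadjusted p = 0.0668). For 8 of the genes, Irf7, Cd6, St8sia6, Cyp27a1, C5ar1, Irf8, Hpgds and Ripk1, the mean value over all mice was under 55, and 0 of these 8 had an exact permutation p under 0.05, the smallest being 0.128. Irf7 was at 18.3 ± 4.18 (SD, n = 6) in FLT and 21.8 ± 2.64 (SD, n = 6) in GC. Ripk1 was at 19.8 ± 4.31 (SD, n = 6) in FLT and 19.2 ± 3.87 (SD, n = 6) in GC (exact permutation p = 0.797), and its fold-change turned negative without FLT9, without GC10, with FLT8 and FLT12 as the only FLT mice, and with the first principal component as a covariate. After median scaling, 9 of the 17 genes had an unadjusted limma p under 0.05.

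**Figure D1:**
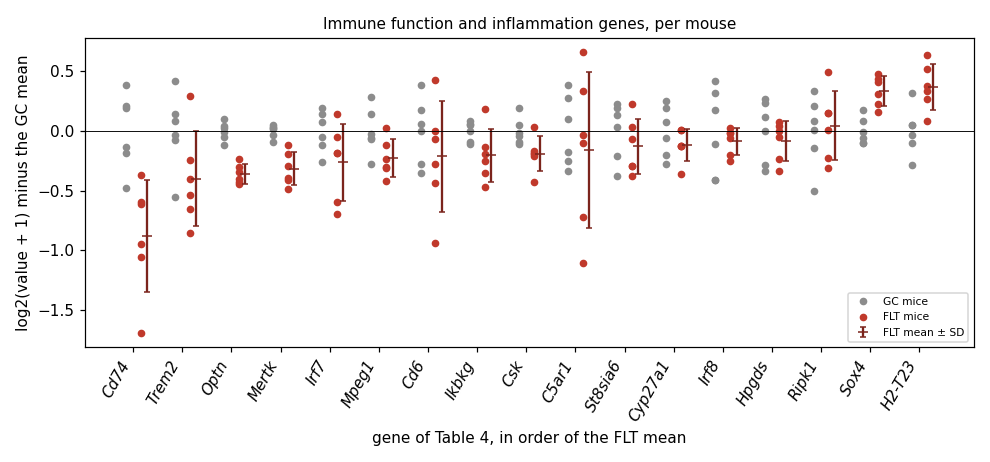
Each of the 17 genes of Table 4 on the horizontal axis, with log2(value + 1) of each mouse minus the mean of the 6 GC mice on the vertical axis; grey points are GC mice, red points are FLT mice and bars are the FLT mean ± SD. The points of Optn and Mertk do not overlap between the groups, and those of C5ar1 spread widely in FLT.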

The summary is presented in Table 4 and Fig. 3. Generally, we see the impairment of genes related to microbial defense with generalized dysfunction of immunity and disinhibition of inappropriate inflammation. 

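Of the 14 genes of this group, 8 had a negative and 6 a positive log2 fold-change, and 7 had an unadjusted limma p under 0.05 in the direction listed. Hspb1, a small heat shock protein, had a value of 212 ± 79.0 (SD, n = 6) in FLT and 129 ± 17.3 (SD, n = 6) in GC (exact permutation p = 0.00649), a log2 fold-change of 0.65 (standard error 0.21, limma adjusted p = 0.480). Ccng2 was at 336 ± 46.8 (SD, n = 6) in FLT and 268 ± 24.3 (SD, n = 6) in GC (exact permutation p = 0.00649). Exact permutation p was 0.0281 for Sesn1, 0.0281 for Cdc25a and 0.0649 for Gadd45g, whose log2 fold-changes were 0.25, 0.24 and 0.42. Among the genes with lower values in FLT, Brd2 was at 587 ± 45.7 (SD, n = 6) against 648 ± 28.3 (SD, n = 6) in GC (exact permutation p = 0.0152). The unadjusted limma p of Brd2 was 0.103, and that of Gadd45g 0.0452. Exact permutation p was 0.0476 for Mre11a, 0.0584 for Brd3 and 0.0779 for Map2k4. Egfr, E2f1, Bbc3 and Ripk1 had mean values under 55, and none of these 4 had an exact permutation p under 0.05, the smallest being 0.221. Bbc3 had a mean value of 24.3 in both groups. The count of 7 fell to 3 without FLT13 or GC14 and to 4 without FLT9, GC8, GC12 or GC13.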

And finally, genes with roles in cellular stress and growth are shown in Fig. 4 with downregulation in all genes with exception of HSPB1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_013560), GADD45G (https://www.ncbi.nlm.nih.gov/gene/?term=NM_011817), CCNG2 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_007635), SESN1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001013370), and CDC25A (https://www.ncbi.nlm.nih.gov/gene/?term=NM_007658) which were significantly upregulated. In general, we see an increased cellular stress response, growth arrest, and a possible trend toward more inflammatory-associated cell death.

**Table 2:** Summary of significantly altered gene expressions by spaceflight related to neuronal function.

Gene	*p* value	Log2 fold Δ	Related molecule function
NRGN	0.0413	−0.16	A Ca2+ dependent intracellular charge transducer.
DLG4	0.00947	−0.279	Postsynaptic density protein associated with glutamatergic receptor signaling.
NLGN2	0.042	−0.306	Postsynaptic cell adhesion molecule mediating inhibitory synapses.
SIN3A	0.0142	−0.43	Involved in cortical neuron differentiation and callosal axon elongation.
RELN	0.00583	−0.535	Regulates microtubule function in neurons and neuronal migration.
SLC2A5	0.0132	−0.623	Fructose transporter found in Purkinje cells and the blood-brain barrier.
KCND1	0.0117	−0.893	K+ voltage-gated channel involved in neurotransmitter release.

**Fig. 1:**
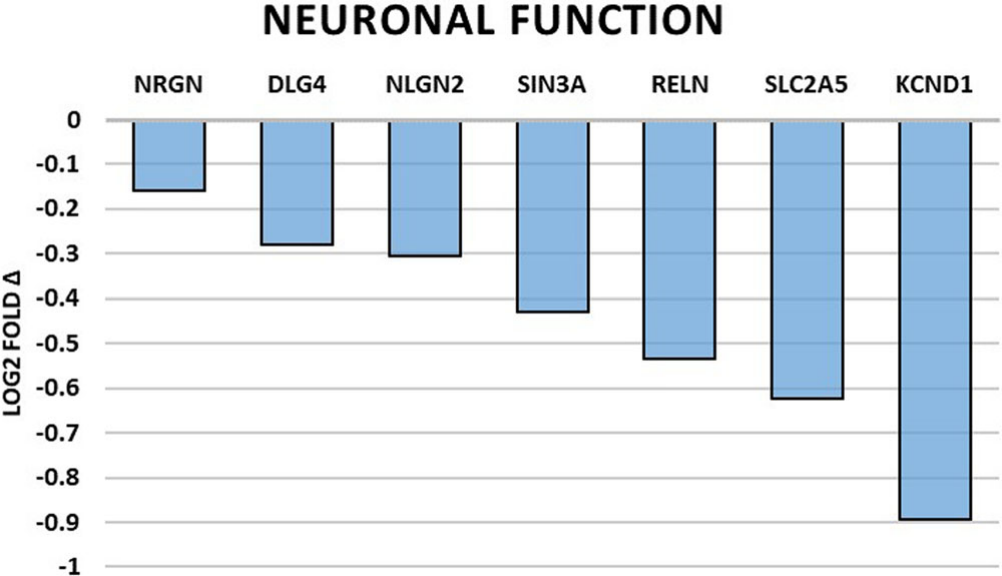
Spaceflight-induced changes of gene expression related to neuronal function. Bar graph summarizing log2 fold-changes of significantly differentially expressed genes (DEG) (*p* < 0.05) in the flight (FLT) group compared to the ground control (GC) group in genes directly related to neuronal function. *N* = 6/group. *p* values are calculated using one-way analysis of variance (ANOVA) and Tukey’s HSD (honestly significant difference) test. Source data are provided as a Source Data file.

**Table 3:** Summary of significantly altered gene expressions by spaceflight related to neuronal support cell function.

Gene	*p* value	Log2 fold Δ	Related molecule function
CSF1R	0.0111	−0.209	Cell-surface receptor regulating development, proliferation and differentiation.
PLP1	0.00283	−0.363	Major myelin protein in the CNS.
MERTK	0.000256	−0.368	Signaling protein in innate immune cells mediating engulfment of apoptotic cells.
TREM2	0.0359	−0.461	Regulates microglial chemotaxis and phagocytosis of apoptotic neurons.
NCF1	0.0214	−0.539	Subunit of NADPH oxidase required for superoxidase production.
OPALIN	0.0205	−0.546	Regulator of oligodendrocyte cytoskeletal remolding and morphology.
SLC2A5	0.0132	−0.623	Fructose transporter found in microglial cells.

**Fig. 2:**
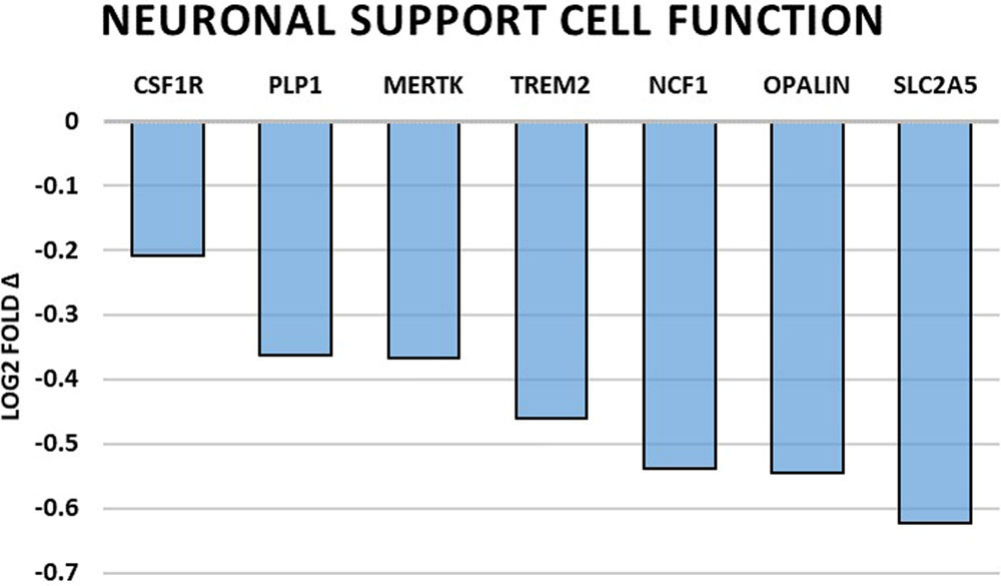
Spaceflight-induced changes of gene expression related to neuronal support cell function. Bar graph summarizing log2 fold-changes of significantly differentially expressed genes (DEG) (*p* < 0.05) in the flight (FLT) group compared to the ground control (GC) group in genes directly related to neuronal supporting cell function. N = 6/group. *P* values are calculated using one-way analysis of variance (ANOVA) and Tukey’s HSD (honestly significant difference) test. Source data are provided as a Source Data file.

**Table 4:** Summary of significantly altered gene expressions by spaceflight related to immune function and inflammation.

Gene	*p* value	Log2 fold Δ	Related molecular function
H2-T23	0.00447	0.357	Immune regulation and protection through NK and T-cell suppression.
SOX4	0.00304	0.314	Transcription factor regulating key genes in Thelper17 cells.
CSK	0.0108	−0.236	Negative regulator of T-cell receptor signaling.
IKBKG	0.0246	−0.27	Subunit of IKK complex with cardinal role in stimulating NF-κB regulation.
MPEG1	0.0363	−0.292	Pore-forming bactericidal effector molecule of the innate immune system.
MERTK	0.000256	−0.368	Signaling protein in innate immunity for a negative regulator of inflammation.
OPTN	0.0000172	−0.435	Ubiquitin-binding protein important for bacterial autophagic clearance.
TREM2	0.0359	−0.461	Inhibitor of neuroinflammation via suppression of NF-kB signaling.
ST8SIA6	0.0272	−0.479	A sialyltransferase important for immune suppression and modulation.
IRF8	0.0352	−0.51	Transcription factor for anti-viral dendritic cells and IFN-inducible genes.
HPGDS	0.0282	−0.527	Enzymatic mediator of prostaglandin D2 creation.
RIPK1	0.0389	−0.63	Promotor of survival, apoptotic and inflammatory signaling pathways.
CYP27A1	0.0132	−0.805	Cytochrome P450 enzyme important in the metabolism of cholestrol.
C5AR1	0.0201	−0.852	Receptor for the chemotactic and inflammatory anaphylatoxin, C5a.
CD6	0.00978	−0.972	Stimulatory molecule promoting T-cell activation, proliferation, and adhesion.
CD74	0.00146	−1	Chaperone protein involved with MHC class II antigen presentation.
IRF7	0.00544	−1.06	Transcriptional regulator of type I interferon dependent immune responses.

**Fig. 3:**
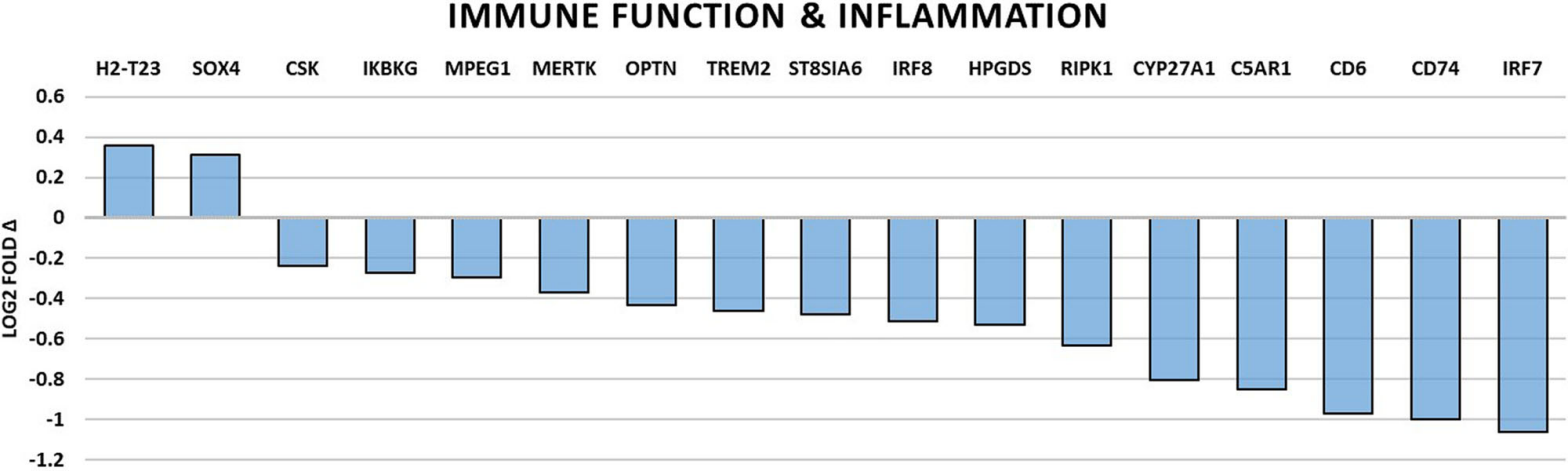
Spaceflight-induced changes of gene expression related to immune function and inflammation. Bar graph summarizing log2 fold-changes of significantly differentially expressed genes (DEG) (*p* < 0.05) in the flight (FLT) group compared to the ground control (GC) group in genes directly related to immune function and inflammation. *N* = 6/group. *p* values are calculated using one-way analysis of variance (ANOVA) and Tukey’s HSD (honestly significant difference) test. Source data are provided as a Source Data file.

**Fig. 4:**
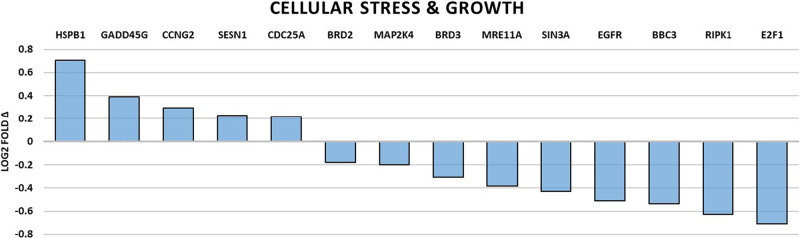
Spaceflight-induced changes of gene expression related to cellular stress and growth function. Bar graph summarizing log2 fold-changes of significantly differentially expressed genes (DEG) (*p* < 0.05) in the flight (FLT) group relative to the ground control (GC) group in genes directly related to cellular stress and growth function. *N* = 6/group. *p* values are calculated using one-way analysis of variance (ANOVA) and Tukey’s HSD (honestly significant difference) test. Source data are provided as a Source Data file.

### Spaceflight-induced changes of pathways

Many pathways associated with cellular stress, inflammation, apoptosis, and metabolism were altered by flight condition using DEG identified by Nanostring’s Advanced Analysis module pathway scoring through correlation-guided gene subsetting, which functionally annotated groups of genes followed by unsupervised clustering of samples^31^. 

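The pathway scores of each of the 12 mice are the paper's own values, taken from its supplementary source data. The authors' software computed each of the 23 scores as the first principal component of the normalized expression of a pathway's genes, so a score has no unit. Its size cannot be compared between pathways. The reporting summary states that 1 flight mouse was left out of the scoring as an outlier past a limit of 3 SDs from the mean, without naming it or the values used, and the panels of Fig. 6 show 5 FLT mice. FLT9 was taken as that mouse, because its scores in the source data lie outside the range of the FLT points in every panel. The stated limit does not settle it, because 0 of the 12 mice passed 3 SDs from the mean of all 12 mice in any of the 23 scores. FLT9 came closest, at 2.63 SDs for astrocyte function, followed by FLT10 at 2.38 SDs for DNA damage and FLT14 at 2.23 SDs for notch. The points of the panels differ in value from the source data for the other mice as well, so the values here are those of the source data and not those plotted. Over all 12 mice the FLT and GC means of each score were equal and opposite up to rounding, such as 0.052 and -0.052 for angiogenesis. The source scores were therefore centred with FLT9 included. Leaving FLT9 out of a test does not score the other mice again without it. FLT9 had the highest total value of all mice and a microglia function score of 5.23. Each score was compared between groups with a two-sided exact permutation test, first over 5 FLT and 6 GC mice and then over all 12, and adjusted over the 23 scores with the Benjamini-Hochberg method. The deposited values used here are not raw counts, and 2 further sheets of the supplementary workbook, on normalized data and pathway scores, were not used here. The text of the paper does not list which genes make up each score, so the scores were not computed again.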

Higher scores compared to normalized gene expression general means upregulation while lower scores represent downregulation. Figure 5 summarized pathway results in a plot of all pathway scores compared to GC controls. Among these pathways, scores for angiogenesis, cytokine signaling, epigenetic regulation, and notch signaling were significantly increased which may indicate upregulation of the pathway (*p* < 0.05), while scores for innate immune response and oligodendrocyte function were greatly reduced in the flight group compared to the controls which may indicate downregulation of the pathways (*p* < 0.05) by one-way ANOVA and Tukey’s HSD test (Fig. 6a–f). 

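With FLT9 left out of the test but not of the scoring, each of the 6 scores named here differed in the direction given. For 1 of the 6 the exact permutation p was under 0.05. Oligodendrocyte function was at -0.653 ± 0.580 (SD, n = 5) in FLT and 0.213 ± 0.592 (SD, n = 6) in GC (exact permutation p = 0.0411, adjusted p = 0.753). The difference between FLT and GC was 0.48 for angiogenesis (exact p = 0.377), 0.84 for cytokine signaling (exact p = 0.232), 0.33 for epigenetic regulation (exact p = 0.610), 0.43 for notch (exact p = 0.307) and -0.83 for innate immune response (exact p = 0.255). Their adjusted p values were between 0.753 and 0.772. With FLT9 included, no score reached an exact p under 0.05, the smallest being 0.457 for oligodendrocyte function, and the difference in epigenetic regulation changed sign to -0.22. The scores of FLT9 were -1.81 for angiogenesis, -2.94 for cytokine signaling, -2.85 for epigenetic regulation, -1.44 for notch, 3.30 for innate immune response and 1.98 for oligodendrocyte function. Leaving out 1 more mouse left the oligodendrocyte score with an exact p between 0.0159 (without GC13) and 0.0952 (without FLT14), and under 0.05 without FLT13, GC12 or GC13 only. The paper reads a higher score as upregulation of a pathway and a lower score as downregulation, and proposes that the first 4 pathways rose and the last 2 fell after flight.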

The score for microglia function was also decreased but with trending significance (*p* = 0.07) (Fig. 6g).

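Without FLT9, the microglia function score was at -0.943 ± 0.973 (SD, n = 5) in FLT and -0.0854 ± 1.78 (SD, n = 6) in GC. The difference was -0.86 (exact permutation p = 0.357, adjusted p = 0.753). With FLT9, whose score was 5.23, the difference changed sign to 0.17 (exact permutation p = 0.911).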

**Fig. 5:**
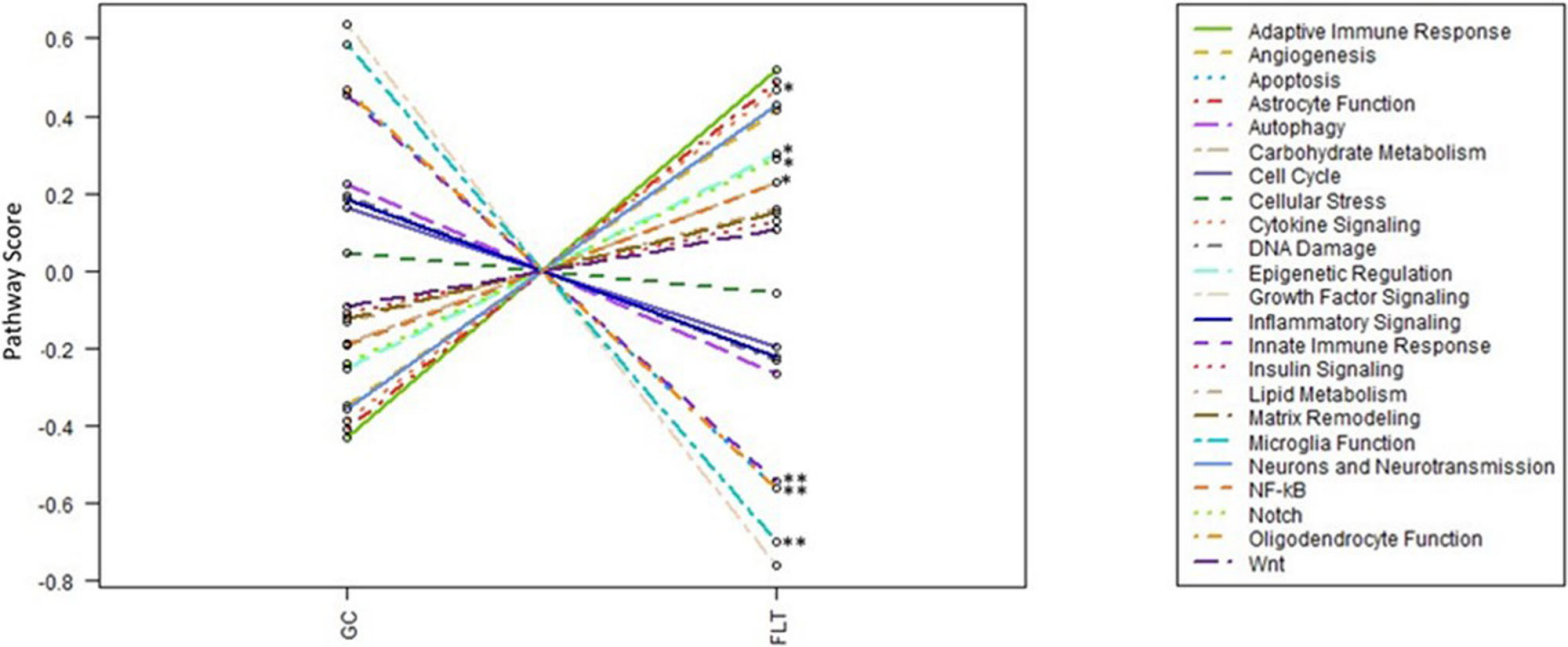
Spaceflight-induced changes of pathway scores. Summarized pathway scores in flight (FLT) group vs. ground control (GC). *Significantly upregulated pathways (*p* < 0.05), include:  cytokine signaling,  Angiogenesis,  Epigenetic regulation, and  Notch. **Significantly (*p* < 0.05) or strong trend (*p* = 0.07) downregulated pathways, include:  Oligodendrocyte function,  Innate immune response, and  Microglia function. *p* values are by one-way ANOVA and Tukey’s post hoc test. Source data are provided as a Source Data file.

**Fig. 6:**
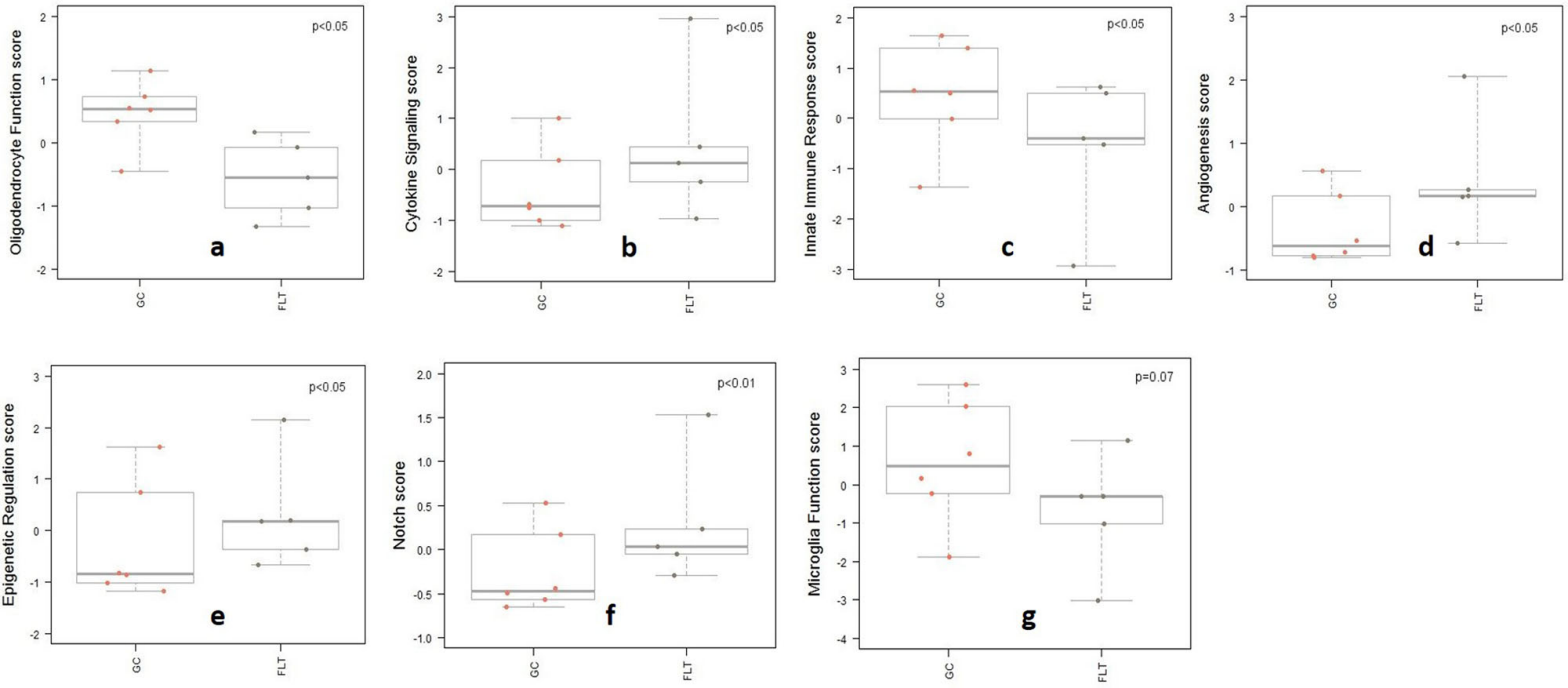
Spaceflight-induced changes in nueroinflammation pathway scores among flight (FLT) and ground controls (GC) groups. Boxplots depict pathway scores on the *y*-axis and the experimental conditions on the *x*-axis. *N* = 5–6 /group. *p* values are calculated using one-way analysis of variance (ANOVA) and Tukey’s HSD (honestly significant difference) test. **a** Oligodendrocyte function score *p* < 0.05, **b** cytokine signaling score *p* < 0.05, **c** innate immune response score *p* < 0.05, **d** angiogenesis score *p* < 0.05, **e** epigenetic regulation score *p* < 0.05, **f** notch score *p* < 0.01, and **g** Microglia function score *p* = 0.07. Boxes are the range between first (25%) and the third (75%) quartile, the center line is the median, the whiskers include the variability those quartiles. Source data are provided as a Source Data file.

## Discussion

Our data showed robust changes in gene expression profiles after spaceflight. Genes supporting neuronal synaptic signaling and migration were significantly downregulated. Decreased expression of genes important for oligodendrocyte differentiation and myelin sheath maintenance was observed. Downregulation of microglial gene expression that is important for apoptotic cell clearance, phagocytosis, and proliferation were evident. Genes supporting innate immune responses were also downregulated regarding anti-viral signaling, reactive oxygen species (ROS) generation, and bacterial immune response. Expression of genes that are correlated with DNA damage and cellular stress were upregulated. Many of these observed changes are in line with our previous findings in the brains exposed to simulated spaceflight condition. Following combined exposure of simulated microgravity and radiation, pathways involved in neurogenesis, neuroplasticity, the regulation of neuropeptides, neuronal structure, stress, and cellular signaling are significantly altered^29^. Gene expression in the brain that was analyzed after 90 days of simulated microgravity showed many genes related to catalytic and oxidoreductase activities were downregulated^32^. However, in contrary to our findings, many genes related to stress, immune response, metabolic process, and/or inflammatory response were significantly upregulated in their study. Duration of environmental stress may play a role in different response of gene expression profiles and pathway regulation.

We saw uniform downregulation of gene expression in our mouse brain samples directly related to neuron function. NRGN (https://www.ncbi.nlm.nih.gov/gene/?term=NM_022029) coding for a postsynaptic kinase called neurogranin was found to be significantly reduced in expression. When neurogranin binds calmodulin, the concentration of calcium needed to transduce a signal is increased^33^. Given the downregulation of NRGN (https://www.ncbi.nlm.nih.gov/gene/?term=NM_022029) and possible decrease in availability of neurogranin, neurons may become more sensitive to firing. KCND1(https://www.ncbi.nlm.nih.gov/gene/?term=NM_008423) codes for a potassium voltage-gated channel involved in neurotransmitter release which has been shown to be inhibited by some types of ROS generating treatments^34–36^. Environmental stressor-induced ROS may be provoking the down regulation of KCND1(https://www.ncbi.nlm.nih.gov/gene/?term=NM_008423). DLG4 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001109752) is transcribed into a protein associated with glutamatergic receptor signaling while also potentially participating in dendritogenesis^37^. Its downregulation observed in our assay has the potential to affect glutamatergic neuron signaling, and affect dendritic morphology leading to further dysfunction. NLGN2 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_198862) codes for a molecule which selectively mediates inhibitory synapses^38^. Its downregulation may contribute to dysfunction at inhibitory neuron synapses. Previous study has shown that inflammation induced loss of inhibitory nerve terminals or a redistribution of presynaptic machinery in inhibitory neurons may increase risk for developing neurological disease and psychiatric illness, including seizures and schizophrenia^39^.

Regarding genes involved in neuron function and plasticity, we continue to see universal downregulation in the flight tissue compared to GC controls. The gene SIN3A (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001110350) behaves as a transcriptional repressor involved in cortical neuron differentiation^40^. In past studies the silencing of this gene in mice has shown decreased memory consolidation^41^. It is possible that downregulation may have similar, albeit reduced effects on mice in spaceflight. RELN (https://www.ncbi.nlm.nih.gov/gene/?term=NM_011261) codes for an extracellular matrix serine protease that regulates microtubule function and plays a role in the layering of neurons in the cerebral cortex, among other structures^42^. Its enzymatic activity that is important for cell adhesion and reduced transcription, as seen in our flight mice, could lead to further reduction of nervous system plasticity. SLC2A5 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_019741) in a gene responsible for the GLUT5 (https://www.ncbi.nlm.nih.gov/gene/2700445) fructose transporter that has been found in numerous areas including the BBB, and the hippocampus^43,44^. The downregulation of this gene suggests the decreased ability of cells to utilize fructose as a potential energy source.

Level of gene expression related to neuron support cells, like microglial cells and oligodendrocytes were also seen universally downregulated. Microglia are the resident phagocytes of the innate immune system in the brain and play an important role in cytokine production^45^. Their activation is closely associated with environmental stress and microglial dysfunction is implicated in many neurological disorders and diseases^46^. CSF1R (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001037859) is a gene coding for a cell-surface receptor which binds to colony stimulating factor-1 (CSF1) (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001113529) and interleukin-34 (IL-34) (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001135100)^47^. CSF1R null mice have been shown to have fewer phagocytic cells and reduced survival^48^. Given these findings we suggest that flight mice may have a reduced capacity to generate microglial cells in the nervous system. MERTK (https://www.ncbi.nlm.nih.gov/gene/?term=NM_008587) creates a kinase protein in innate immune cells which mediates engulfment of apoptotic cells and acts as a negative regulator of inflammation^49–51^. Downregulation of this gene may contribute to immune dysregulation in our flight mice. TREM2 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_031254) codes for a regulator of microglial chemotaxis and phagocytosis of apoptotic^52,53^. In previous in vivo studies with microglial lacking TREM2, decreased migration to areas of apoptotic neurons was shown^54^. NCF1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001286037) codes for a key subunit of the phagocyte NADPH oxidase system^55,56^. Downregulation suggests a reduced capacity for microglial cells to generate an effective microbial defense. SLC2A5 codes for the GLUT5 fructose transporter, as described previously^43^. With reduced activity, microglial cells may have less capacity to utilize fructose as an energy source and may be more prone to suffer from metabolic related dysfunction.

Oligodendrocytes are the myelin-forming cells of the CNS. It plays critical roles in axonal metabolic support, myelination, and providing nutritional support to neurons^57,58^. A couple of key genes involved in the oligodendrocyte function have been significantly downregulated in the flight mice. PLP1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_011123) codes for a major myelin protein that plays an important role in its formation and maintenance^59^. The implication of significantly downregulated PLP1 indicates impaired neuron axonal function with the possibility of long-term neurodegeneration. OPALIN (https://www.ncbi.nlm.nih.gov/gene/?term=NM_153520) plays a role in oligodendrocyte cytoskeletal remolding and morphology. Downregulation of this gene observed in our study may be an indication of decreased activity of oligodendrocytes. These findings are further reinforced by a significantly decreased oligodendrocyte function pathway score (Fig. 6a).

In terms of gene expression that associated with general immune functions and inflammation, only two genes were found to be significantly upregulated in our flight mice population, H2-T23 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_010398) and SOX4 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_009238). H2-T23 expression is essential for immunological protection and regulation^60^. HT-T23 dependent T-cell inhibitory interactions aid in preventing expansion of autoreactive CD4 T-cells and collateral autoimmune diseases^61^. Upregulation of this gene may be a protective response to generalized inflammation in the flight mice. SOX4 directly regulates Innate-like γδ T-cell (Tγδ17), a major source of interleukin-17 (IL-17) (https://www.ncbi.nlm.nih.gov/gene/?term=NM_010552). Increased SOX4 expression may lead to an increase of this cytokine expression in the flight mice^62^.

The gene RIPK1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_009068) has been shown to be a promotor of survival, apoptotic and inflammatory signaling pathways^63,64^. However, mice deficient in RIPK1 demonstrated loss of inhibition of a necroptosis pathway which promoted the release of necroptotic damage-associated molecular patterns^65^. Downregulation of RIPK1 observed in our study may lead to a similar reduction of appropriate apoptosis and an increase in necroptosis resulting in undesirable inflammation. Overall, taking these findings in conjunction with a significantly increased cytokine signaling pathway score (Fig. 6b), inflammatory signaling appears to be significantly dysregulated in our spaceflight mice.

Immune dysfunction is further illustrated via the downregulation of two genes important for antimicrobial defense. MPEG1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_010821) is a pore-forming bactericidal molecule of the innate immune system. It has been shown to be required for the activity of ROS and nitric oxide and their antibacterial effects^66,67^. OPTN (https://www.ncbi.nlm.nih.gov/gene/?term=NM_181848) codes for a protein that plays a key role in bacterial autophagic clearance. Deficient mice have also been shown to have impaired interferon regulatory factors (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001159393) signaling and reduced response to toll-like receptor stimulation^68^. In summary, these results imply the impaired antibacterial capabilities and increased viral susceptibility in the flight mouse brain compared to GC group.

Our data indicate that the regulation of innate immune response was impaired following spaceflight. The pathway score for the innate immune response was significantly reduced in the flight group compared to GCs (Fig. 6c). The cell type score for exhausted CD8 cells is also greatly reduced for the flight group compared to controls and may indicate a dysfunctional phenotype in CD8 T-cell response. T-cell exhaustion represents an adaptive response to conditions of chronic antigen stimulation and inflammation^69^, as well as promoting tissue repair following an inflammatory injury^70^. Functionally exhausted CD8+ cells may result in a severely compromised innate immune response^71^.

Cytochrome P450 27A1 (CYP27A1) (https://www.ncbi.nlm.nih.gov/gene/?term=NM_024264) plays an important role in the metabolism of cholesterol and cholesterol-related compounds^72^. In humans, complete CYP27A1 deficiency leads to nodule formation in the brain which may lead to dementia, cerebellar ataxia, and spinal cord paresis^73^. This altered cholesterol metabolism closely associates with inflammatory responses involved in the pathogenesis of AD progression^74^. In deficient mice, a significant increase in cholestanol in the brain is observed^75^. Downregulation of CYP27A1, as seen in our flight mice, may lead to neurodegeneration and inflammation in more chronic settings or to a milder degree.

Fourteen genes that were significantly altered in the flight mice compared to GCs were found to have direct roles in cellular growth, proliferation, and stress response. Two upregulated genes play an important part in cell cycle arrest during times of cellular stress. GADD45G (https://www.ncbi.nlm.nih.gov/gene/?term=NM_011817) has been found to play a role in activating checkpoints in the cell cycle following exposure of cells to irradiation^76^. CCNG2 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_007635) contributes to cell cycle arrest during DNA damage and is upregulated in response to diverse stimuli, including hypoxia^77^. Additionally, expression of CCNG2 is found to be significantly increased in cell cycle-arrested and terminally differentiated cells^78^. Upregulation of these genes may be due to exposure to irradiation, among other stressors, during spaceflight.

The downregulation of genes involved in promoting transcription and cell cycle progression was also seen. BRD2 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_010238) codes for a nuclear kinase involved in regulating the expression of cell cycle genes via binding to multiple E2Fs, a family of transcription factors^79^. E2F1 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_007891) regulates activation of DNA replication and G1/S transition when interacting with BRD2^80^. BRD2 also interacts with BRD3, a chromatin reader with roles in regulating transcription^81^. BRD3 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001113573) further regulates transcription by promoting the binding of the transcription factors to their targets^82^. SIN3A (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001110350) codes for a transcription factor which regulates cell cycle progression by repressing gene expression for cell cycle inhibitor^40^. It has been linked to functional cellular changes in proliferation, cell cycle, and stem cell function in mice models^83^. Downregulation of these genes involved in the promotion of cellular proliferation may further amplify the upregulation of genes with roles in cell cycle arrest. These changes are similarly reinforced by a significantly increased epigenetic regulation pathway score (Fig. 6e) indicating that there may be an increased level of modulating and checks being implemented during transcription, due to spaceflight. A recent study has shown that cell cycle regulation is closely linked to hippocampal neurogenesis which plays critical roles in memory and learning^84^. Neurogenesis is a dynamic process that involves proliferation and differentiation of stem and progenitor cells, or survival and maturation of newborn neurons^84^. Environmental stressors have been shown to modulate cell cycle progression, particular in the G1 phase^85^. These observed changes of gene expression related to the cell cycle in our study may indicate altered regulation of neurogenesis.

Many downregulated genes were known to be involved in cellular stress responses. MAP2K4 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_009157) is a kinase involved with responses to cellular stress including apoptosis, inflammation, cellular proliferation, and neurodegeneration. A deficiency of MAP2K4 has been shown to result in cellular susceptibility to stress-induced apoptosis and growth inhibition^86^. However, it has been demonstrated that disruption of both MAP2K4 and MAP2K7 (https://www.ncbi.nlm.nih.gov/gene/?term=NM_001042557) genes was required to thoroughly block cellular growth caused by environmental stressors^87^. MRE11A (https://www.ncbi.nlm.nih.gov/gene/?term=NM_018736), a part of an exonuclease complex central to the cellular DNA damage response was downregulated. The MRE11 complex is essential to vertebrates and defects lead to sensitivity to DNA damage and cell cycle checkpoints deficiency^88^. Its downregulation may point to a certain level of dysfunction leading to an impaired response to cellular stress leaving the flight mice more vulnerable to DNA damage.

Different brain regions have different vulnerability to environmental stressors due to structural and biological heterogeneity of the regions, cell types and molecular networks^89^. Regional differences of protein biomarkers in response to stressors were observed in a previous flight study^41^. Given this finding, gene expression profiles in specific regions of the brain in response to spaceflight will be investigated in future studies. More recently, single-cell sequencing technologies, including transcriptomics, are available by directly measuring multiple molecular signatures in specific brain cells, providing robust molecular identity of specific cell types^90^.

Brain tissues were dissected and prepared for analysis within 60 h after landing. It is possible that observed changes in gene expression profiles in neuroinflammation are a compensatory acute response to the acceleration and intense noise of launch or reflect changes to the combined response of spaceflight environment and the landing. In order to evaluate the immune response to spaceflight environment, in the further study, mice will be euthanized in the orbit and brain tissues will be immediately preserved for analysis on the ground. Furthermore, in order to test the hypothesis that neuroinflammation plays an important role in developing spaceflight-induced stress response in the brain, an anti-oxidant or anti-inflammatory compound will be injected to mouse before or during the flight to determine the protective effect against oxidative damage in the brain.

It is noted from our study that among those genes which expression were significantly altered by spaceflight, markedly more gene expressions are being downregulated than upregulated. It is speculated that many genes may be upregulated during spaceflight and the early phase after landing as an adaptation response. 

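In the limma comparison 21 genes were lower and 38 higher in FLT at an unadjusted p under 0.05. Of the 54 genes of Table 1, 39 had a negative and 15 a positive log2 fold-change, and the smallest mean value among them was 19.5. The balance of all called genes depended on the scaling of the values. After scaling to the same median in each mouse it was 36 lower and 26 higher, and after quantile normalization 33 lower and 34 higher. Without FLT9 it was 36 lower and 32 higher, and with a minimum mean value of 100 in the fit 20 lower and 15 higher. Among the 200 genes with a mean value under 20, 4 of the called genes were lower and 13 higher, and among the 362 genes with a mean value of at least 100, 11 were lower and 12 higher. The median log2 fold-change of all 770 genes was 0.029.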

During re-adaptation, the expression of these previous upregulated genes could be then downregulated as a compensatory response, or when protein synthesis from upregulated genes has been completed, these genes expression may be downregulated^32^.

Collectively, changes noted in our study indicate that exposure to the spaceflight environment induces significant changes in gene expression and signaling pathways related to neuronal function, immune regulation, growth and metabolic function. Study showed that chronically dysfunctional and deregulated pathways, including cytokine signaling (Fig. 6b), epigenetic regulation (Fig. 6e), and notch signaling (Fig. 6f) play important roles in disease development^91^, and have been associated with several progressive neurodegenerative diseases^92^. Our observed changes of a dysregulated inflammatory response, downregulated T-cell response, and reduced microglia signaling (Fig. 6g) might also have an impact on brain structure and function, and further lead to chronic neuroinflammation. It has been shown that here are strong correlations between neuroinflammatory biomarkers, brain morphology and behavioral outcomes^93^. It may be hypothesized that chronical changes of observed gene expression profiles could have long-term effects on brain morphology and organism behavior.

## Materials and methods

### Flight and ground control conditions

Ten-weeks-old male C57BL/6 mice (Jackson Laboratories, Inc. Bar Harbor, ME) at the time of launch, were flown for NASA’s ninth Rodent Research experiment (RR-9) on SpaceX-12 for a 35-day mission and lived in NASA’s Rodent Habitats aboard the International Space Station. All FLT mice were maintained at an ambient temperature of 26–28 °C with a 12-h light/dark cycle during the flight. Habitat GC mice were kept under similar housing conditions, including temperature, humidity and carbon dioxide (CO_2_) levels using 48-h delayed telemetry data from the FLT group. Water and food bar diet specifically designed by NASA were provided ad libitum to FLT and GC groups. All mice received the same access to food and water. NASA-Ames Research Center and KSC Institutional Animal Care and Use Committees approved this flight study. The study has been done in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institute of Health.

### Mouse brain dissection after spaceflight

Within 38 ± 4 h of splashdown, the FLT mice were rapidly euthanized in 100% CO_2_. The GC mice were euthanized with the same method after 38 days of GC housing. Shortly after euthanasia, brains were removed and bisected along the midline and coronally within the half hemispheres. The right caudal half hemisphere of the brain (containing mid- and hindbrain) from each mouse (*n* = 5–6 per group) was placed in a sterile cryovial, snap frozen in liquid nitrogen and kept at −80 °C prior to use.

### RNA isolation and gene expression profiling

Isolation of total RNA from the brain tissues was performed using DNA/RNA/miRNA Universal Kit (Qiagen, # 80224) according to the manufacturer’s instruction. Briefly, tissue homogenization was performed using 1.5 mm beads (Benchmark, # 1032-15) on Minilys homogenizer (Bertin Technologies) in RLT Plus buffer. The purity and concentration of the eluted RNA were measured using Nanodrop 2000 (Thermo Fisher Scientific, Waltham, MA) and stored at −80 °C until further analysis. RNA samples (20 ng/ul) were then shipped to Nanostring (Technologies Seattle, WA) and gene expression profiling of brain tissues was conducted using the nCounter^®^ neuroflammation pathways panel. The panel includes 757 genes covering the core pathways and processes that define neuroimmune interactions and 13 potential housekeeping genes for normalization. RNA samples (100 ng each) on 2 cartridges were used for the Gene Expression Assay with Mouse Neuroinflammation panel performed on the nCounter MAX system (https://nanostring.com/wp-content/uploads/MAN-C0035_nCounter_Analysis_System_MAX_FLEX.pdf), a multi-channel epifluorescence scanner with Nanostring Advanced Analysis Module plugin for QC, normalization, and differential expression analysis (DE). Data files generated from nCounter system were analyzed using nSolver 4.0 software with the Advanced Analysis module for QC (quality control), normalization, DE analysis, and gene-set enrichment analysis. Data normalization included 2 steps: Positive control normalization to correct platform-associated variation and Codeset content normalization using the housekeeping (HK) genes to correct variability of input samples. Geometric means of selected HK probes were used to normalize counts of the samples and DEGs were generated from the normalized counts.

### Statistical analysis

Gene expression profiling data were analyzed using nSolver analysis and the advanced analysis module software. Advanced analysis module software uses open-source R program for pathway scoring and gene-set enrichment analysis. Using the Reactome pathway database annotations, pathway scores are derived by calculating the first principle component of pathway genes’ normalized expression^86^ and data are summarized from changes of a gene set within a given pathway into a single score. To further analyze the associated pathways of the DEGs, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis was performed using biological process database to identify the annotated sets of genes based on the biological processes in which they participate. Significantly differential expression genes were presented in the tables with individual genes using log_10_ (*p* value) andlog_2_ fold change compared to the GC group. Pathview module was used to display upregulated genes or downregulated genes overlaid on KEGG pathways. For DEG and pathway analysis, *p* < 0.05 was considered statistically significant between FLT and GC groups by one-way ANOVA and Tukey’s HSD test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Dataset

Reporting Summary

## Data Availability

The authors declare that source data supporting the findings of this study with the figures of the article are provided with this paper.

# Supplementary material for: Characterization of gene expression profiles in the mouse brain after 35 days of spaceflight mission
**Source:** NPJ Microgravity. 2022 Aug 10;8:35. doi: 10.1038/s41526-022-00217-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Gene Expression Assay with Mouse Neuroinflammation panel performed on the nCounter MAX system ([https://nanosttring.com/wp-content/uploads/MAN-C0035\\_nCounter\\_Analysis\\_System\\_MAX\\_FLEX.pdf](https://nanosttring.com/wp-content/uploads/MAN-C0035_nCounter_Analysis_System_MAX_FLEX.pdf)), a multi-channel epifluorescence scanner with Nanostring Advanced Analysis Module plugin for QC, normalization, and differential expression analysis (DE).

**Data analysis** Data files generated from nCounter system were analyzed using nSolver 4.0 software with the Advanced Analysis module for QC (quality control), normalization, DE analysis, and gene-set enrichment analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that source data supporting the findings of this study with the figures of the article are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | there were 6 sample per group                                                                                                                                                                                      |
| Data exclusions | Data from one mouse in flight group is excluded from pathway scoring calculation as outlier determined by calculating upper boundary and lower boundary by taking 3 standard deviation from the mean of the values |
| Replication     | This is a spaceflight study. We only have access to this one flight. This experiment can not be replicated.                                                                                                        |
| Randomization   | The images were taken randomly over the sections.                                                                                                                                                                  |
| Blinding        | The investigators were blinded during data collection and analysis.                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 10 week old male C57BL/6 mice ordered from Jackson lab were used.                                                                                                                                                                                 |
| Wild animals            | Our study does not involve wild animals.                                                                                                                                                                                                          |
| Field-collected samples | Our study does not involve field-collected samples                                                                                                                                                                                                |
| Ethics oversight        | The study has been done in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institute of Health (NIH). The protocol was approved by NASA FICUC and Loma Linda University IACUC. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

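Brain tissue of 6 FLT and 6 GC mice was measured once per mouse on the nCounter panel, and samples were assigned to groups from the sample labels and the names in the paper's source data. The authors deposited a normalized score for each of 770 genes in each mouse. From the paper's methods, raw barcode counts were normalized by the authors to positive controls and then to the geometric mean of selected housekeeping genes, with nSolver. The deposited values are whole numbers between 1 and 30494, so the authors had rounded them. They carry no background subtraction that the paper states, and they are not raw counts. All 770 gene names were matched to a RefSeq table of the GRCm38.p6 assembly, 763 by symbol and 7 by synonym, and no coordinates were used.

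The paper's text does not list the housekeeping genes. A list of 13 was written from general knowledge of the panel before the data were examined, and 1 of its members, Asb7, has no row. With Asb10 in its place, the geometric mean of the 13 genes was the same in every mouse to an SD of 0.00945 on the log2 scale, the smallest of 758 genes tried in that place, where the next smallest SD was 0.0236. Asb10, whose mean value was 4.08, was chosen after the values were seen, and which genes the authors selected stays unknown.

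The step of the values was sought among values up to 150 as the number whose whole multiples, rounded, gave at least 90% of the values and at least 20 percentage points more than chance. These limits were set after a first, looser search had returned steps for GC mice as well. The search found 4 of 4 steps above 1 in simulated mice. Dividing the total of the values by the step gives an estimate of about 59100 barcode counts in FLT10, 105000 in FLT13, 124000 in FLT14, 149000 in FLT9, 202000 in FLT12 and 240000 in FLT8, and of at least 278000 in every GC mouse. A normalized value of a FLT mouse is therefore less precise than the same value of a GC mouse. Which mouse was on which of the 2 cartridges is not stated in the paper's text.

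Values were compared on log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), over all 12 mice with no covariate, and p values were adjusted with the Benjamini-Hochberg method. The fit was also run on simulated data with 6 mice in each group and 200 of 770 genes changed. It found 82% of the genes changed by a log2 value of 1 and 27.1% of those changed by 0.3, and made 6 false calls at an adjusted p of 0.05. With no change simulated it called 0 genes. The simulated noise was normal with the same SD in both groups, without steps, a floor or rounding. These figures therefore do not give the power for genes with low values, and the 200 changed genes were a setting. Confidence limits and p values of Table 1 go with 10 residual degrees of freedom, that is with all 12 mice. For single genes and pathway scores, two-sided exact permutation tests over all splits of the mice were computed with Python 3.11.15, numpy, pandas and scipy. Pathway scores are the paper's values. Marker lists for microglia, oligodendrocytes, astrocytes, neurons, endothelium and the interferon response were written from general knowledge before the data were examined and tested with camera and fry. On the panel they held 26, 19, 9, 21, 7 and 13 genes.

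Named are every gene the paper names for this experiment with a row here, every gene with an adjusted p under 0.05 up to 10 genes, and, outside Table 1, the 3 genes with the smallest unadjusted p in each direction. Other genes are named only where the text says that they were chosen after their values were seen. Alternatives set before the data were examined were a replicate block, the one-way test of the methods, pseudocounts of 0.1 and 20, minimum mean values of 20 and 100, median, quantile and housekeeping scaling, a trended and robust fit, the first principal component as a covariate, and each mouse left out in turn. Alternatives added afterwards were a background of 10 subtracted from every value, the FLT mice split by the size of their step, the 13 housekeeping genes left out, and pathway scores divided by their SD. A count model was not run, because the values are not counts. The values of 1 gene of Table 1 are not reported here. The sheets of the supplementary workbook used were those of Fig. 1 to Fig. 6 and Table 1 to Table 4, and its 2 other sheets were not used here. Which mouse the authors left out of pathway scoring is inferred. The exhausted CD8 score and the genes behind each pathway score were not analysed here.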

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

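All tests in this part were chosen after the results were seen, except the comparison of cell type lists in FLT9.

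The values of all 6 FLT mice moved in steps above 1, from 1.36 to 5.25, and those of 0 of the 6 GC mice did (exact permutation test, two-sided, p = 0.00216). All FLT mice thus had fewer barcode counts behind their values than all GC mice, a difference the paper does not report. The limits of the search for steps were set after a looser search had returned steps for GC mice as well, and the p was computed on the pattern that prompted it. The order of the mice does not rest on those limits, because the first whole number absent from the values was 1 or 2 in each FLT mouse and between 18 and 76 in the GC mice, which argues against chance order. Lower housekeeping genes alone would have raised the totals of the normalized values in FLT by the size of the steps, but the ratio of the median totals, FLT over GC, was 0.997, so the whole panel had fewer counts. Whether FLT and GC mice were on separate cartridges cannot be told apart from an effect of flight or of the handling of the tissue on the amount of RNA, because 0 GC mice had a step and depth splits exactly as the groups do. A biological effect on RNA content was not tested. In FLT10, 317 of the 770 genes had fewer than 10 counts, and 124 sat at the lowest value of 5.

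FLT9 lay apart from the other FLT mice on the first principal component of all genes, at 16.7, a component that held 31.1% of the variance. It also had the highest total of values, 404797, and the highest astrocyte function (3.25), inflammatory signaling (3.66) and microglia function (5.23) scores of the FLT mice. Few counts are argued against as the cause, because FLT10 had fewer and lay at -0.91. One scaling factor for the whole mouse is argued against by the SD of its log2 deviations over 362 genes, 0.511, where the other mice had 0.110 to 0.318, and by the 9 ribosomal protein genes, chosen after their values were seen, which lay 1.18 above the mean of the other FLT mice on the log2 scale. A swap of labels with a GC mouse after the measurement is argued against by its step of 2.72, since no GC mouse had a step. The step cannot judge a swap before the RNA was loaded, because the steps may come from the cartridges. A different share of cell types in the piece of tissue stays open. The SD of the medians of 5 cell type lists was 0.156 in FLT9, within the 0.0846 to 0.237 of the other mice, so the spread between lists did not set FLT9 apart. That SD does not show lists that rise together. The microglia median of FLT9, 0.285, looked up afterwards, was the highest of all mice, with GC9 next at 0.205. Its oligodendrocyte, astrocyte, neuron and endothelium medians lay within the range of the other mice. Degraded RNA stays open as well, because the number of measures of RNA integrity per mouse used here is 0. GC13 lay at the other end of the component, at -8.27, so the axis also runs through the GC mice.

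Among 171 groups of mice tested, 10 held a mouse far from the others, where chance would give 8.55. Besides the values of FLT9 above, these were Csf1r in FLT10 (log2 value 8.04), Kcnd1 in GC13 (5.00), Cyp27a1 in FLT9 (4.09), Rhoa in FLT9 (10.55) and Ms4a1 in GC9 (2.58). No explanation was tested for these single values, and their number is close to that of chance.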

How the results depend on the processing

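Of the alternatives below, a background of 10 subtracted, the FLT mice FLT8 and FLT12 alone, FLT9, FLT10, FLT13 and FLT14 alone, and the 13 housekeeping genes left out (56 genes) were chosen after the values were seen. The TMM and size factor alternative was not run, because the values are not counts.

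The number of genes at an unadjusted p under 0.05, 59, moved to 35 with a minimum mean value of 100, where 362 genes were tested, and to 92 with the first principal component as a covariate. It stayed between 45 and 69 with each mouse left out. At an adjusted p under 0.05 it was 0 under limma, and 1 gene, Optn, under the one-way test of the methods (66 genes unadjusted) and with a background of 10 subtracted (62 genes unadjusted). The 38 higher genes became 15 with a minimum mean of 100, 19 with FLT8 and FLT12 alone and 59 with the 4 other FLT mice. The 21 lower genes became 36 after median scaling, 33 after quantile normalization, 39 with the first principal component and 38 with FLT8 and FLT12 alone, and between 13 (without GC8) and 36 (without FLT9) with each mouse left out. The cause of these shifts was not tested.

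Of the 54 genes of Table 1, 23 had an unadjusted p under 0.05 in the direction listed. This became 10 with FLT8 and FLT12 alone, where 2 FLT mice are left, and 15 (without FLT13) to 26 (without FLT8) with each mouse left out. It rose to 29 under the one-way test of the methods and to 31 after median scaling. Adjusted over the list alone, 4 genes became 0 with the replicate block, 11 with a pseudocount of 20, 14 with a minimum mean of 100, 10 after median scaling, 17 after quantile normalization, 11 with a trended and robust fit, 20 with the first principal component, 9 with a background of 10 subtracted, 0 under either split of the FLT mice, and 0 to 3 with each mouse left out. The count of Table 2, 2, became 4 with a pseudocount of 20, both minimum means, median scaling, the trended and robust fit and a background of 10, 5 with the first principal component, 0 with FLT8 and FLT12 alone, and 1 (without FLT13 or GC8) to 5 (without FLT9) with each mouse left out (4 without FLT8). The count of Table 3, 3, became 5 after median scaling, quantile normalization and with the first principal component, 1 with the 4 FLT mice of large steps, and 3 to 5 (without FLT9) with each mouse left out. The count of Table 4, 5, became 9 after median scaling. The count of Fig. 4, 7, became 4 with the replicate block, 2 with FLT8 and FLT12 alone, and 3 (without FLT13 or GC14) to 6 with each mouse left out (4 without FLT9, GC8, GC12 or GC13).

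Of 61 named genes, 55 kept their direction under every setting run. The others had low or unchanged values. E2f1 turned to 0.022 and Irf8 to 0.0024 with FLT8 and FLT12 alone. Ripk1 turned to -0.0086 with the first principal component and -0.27 with FLT8 and FLT12 alone, and lay between -0.054 (without GC10) and 0.12 with each mouse left out. Bbc3 turned to 0.10 with the 4 FLT mice of large steps, and lay between -0.11 and 0.079 (without FLT12). C5ar1 lay between -0.32 (without FLT9) and 0.029 (without FLT13). Csf1 turned to -0.036 after median scaling, -0.0045 after quantile normalization and -0.072 with FLT8 and FLT12 alone, and lay between -0.051 (without GC9) and 0.093. Of the 29 named genes at an unadjusted p under 0.05, 7 kept it under every setting run.

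Replicate numbers did not pair the mice. The correlation of the deviations of same-numbered mice was -0.182, 0.318, 0.0350, -0.118, -0.104 and 0.136 for numbers 8, 9, 10, 12, 13 and 14, and the fit with the replicate block called 56 genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05.

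None of the 6 marker lists had an adjusted p under 0.05. One list had after median scaling, with a background of 10 subtracted and with FLT9, FLT10, FLT13 and FLT14 alone (the neuron list in each case), and between 0 and 1 lists had with each mouse left out (neurons without FLT8, microglia without GC13). Leaving out the Table 1 genes, which were chosen on these mice and are mostly lower in FLT, moves a mean upward by construction and tests no cell type. Mean log2 fold-changes that changed sign were those of microglia, 0.037 without the Table 1 genes, 0.013 with the 4 FLT mice of large steps and -0.093 to 0.013 (without GC8) with each mouse left out, oligodendrocytes, 0.020 without the genes of Table 1, neurons, 0.012 without them, astrocytes, -0.018 with a minimum mean of 20 and -0.014 (without FLT9) to 0.14 with each mouse left out, and interferon, 0.030 with a pseudocount of 20, 0.031 with a minimum mean of 20, 0.0072 without the Table 1 genes, 0.14 with a minimum mean of 100, 0.011 with a background of 10, 0.070 with the 4 FLT mice of large steps and -0.12 to 0.082 with each mouse left out.

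Of the 7 scores of Fig. 6, 1 had an exact permutation p under 0.05 in the direction of the paper without FLT9, 0 with all 12 mice, and 0 (without FLT8, FLT10, FLT12, FLT14, GC8, GC9, GC10 or GC14) to 2 (without GC13) with 1 more mouse left out. The epigenetic regulation score turned to -0.22 with all 12 mice and lay between -0.15 (without FLT14) and 0.70, and the microglia function score turned to 0.17 with all 12 mice. The number of scores that correlated with the first principal component did not change with unit variance genes. The few counts of the FLT mice limit all results on genes with low values.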

Differences from the paper's values

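The paper lists 40 lower and 14 higher genes among its 54, and here 21 were lower and 38 higher. For the lower genes, 7 of the 23 alternatives set before the data were examined gave a count within 1.5 times the paper's: a pseudocount of 20, median scaling, quantile normalization, the first principal component as a covariate, and leaving out FLT8, FLT9 or FLT14. Both a background of 10 subtracted and FLT8 and FLT12 alone, chosen after seeing the values, did so too, and they left 21 and 44 of the paper's 54 genes uncalled. For the higher genes, 1 of the 23 did so, a minimum mean value of 100, and so did FLT8 and FLT12 alone, chosen after seeing the values, with the same 44 genes uncalled.

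The paper's p for the microglia function score is 0.07, and the exact permutation p here was 0.357. Of 13 alternatives set before the data were examined, 1 came within 1.5 times the paper's value, leaving out GC13. The points of Fig. 6 differ in value from the source data used here, so the p values rest on different scores.

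For 11 genes of Table 1, all with low values, the log2 fold-change differed by more than the larger error or in sign. The paper's value is -1.06 for Irf7 (here -0.26), -0.972 for Cd6 (here -0.21), -0.805 for Cyp27a1 (here -0.12) and -0.63 for Ripk1 (here 0.046), and 0 of the alternatives set before the data were examined came within the error for these 4 genes. A background of 10 subtracted, chosen after seeing the values, did so for Irf7 and Cd6, and FLT8 and FLT12 alone, chosen after seeing the values, for Ripk1. The paper's value is -0.893 for Kcnd1 (here -0.26) and -0.851 for C5ar1 (here -0.16), and leaving out FLT9 came within the error for both, as did a background of 10, chosen after seeing the values, and for C5ar1 also FLT8 and FLT12 alone, likewise chosen afterwards. The paper's value is -0.538 for Bbc3 (here -0.029), and leaving out FLT10 came within the error, as did a background of 10 and FLT8 and FLT12 alone, both chosen after seeing the values. It is -0.709 for E2f1 (here -0.20), where leaving out FLT8 or FLT9 did so, as did a background of 10 and the 4 FLT mice of large steps, both chosen after seeing the values. It is -0.527 for Hpgds (here -0.082), where quantile normalization and leaving out GC9 or GC13 did so, as did FLT8 and FLT12 alone, chosen after seeing the values. It is -0.51 for Irf8 (here -0.087), where 7 of those alternatives did so, median scaling, quantile normalization, the first principal component, and leaving out FLT8, GC9, GC13 or GC14, as did the 4 FLT mice of large steps, chosen after seeing the values. It is -0.539 for Ncf1 (here -0.15), where 9 of those alternatives did so, median scaling, quantile normalization, the first principal component, and leaving out FLT9, FLT10, FLT13, GC8, GC10 or GC13, as did a background of 10 and FLT8 and FLT12 alone, both chosen after seeing the values. The other alternatives did not, and the errors of the paper are confidence limits.

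The paper calls 54 genes, and 31 of these were not called here. Of the 31, 18 were called under at least 1 alternative set before the data were examined and 13 under none, 11 of which have a mean value under 55. Median scaling called 11 of the 31, a minimum mean of 100 called 9, leaving out FLT8 called 8, the one-way test of the methods and quantile normalization 7 each, a pseudocount of 20 and the first principal component 6 each, and the trended and robust fit 5. Leaving out FLT9 called 4, and a minimum mean of 20 and leaving out FLT12, FLT14 or GC13 called 3 each. Housekeeping scaling called 2, and the replicate block and leaving out FLT10, GC9 or GC12 called 1 each. A background of 10, the 4 FLT mice of large steps, and FLT8 and FLT12 alone, all chosen after seeing the values, called 11, 6 and 2.

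The paper states that more genes fell than rose, and here 21 fell and 38 rose. The 2 lists differ in low values, since no gene of Table 1 had a mean value under 19.5. Of the genes called here with a mean value under 20, 13 were higher and 4 lower, and of the others 25 were higher and 17 lower. The balance turned to 36 lower and 26 higher after median scaling, 36 and 32 without FLT9, and 20 and 15 with a minimum mean of 100, and to 38 and 19 with FLT8 and FLT12 alone, chosen after seeing the values. It lists Ripk1 as reduced, and here its log2 fold-change was 0.046. It reports 6 pathway scores as changed beyond its threshold, and here 1 of these, oligodendrocyte function, had an exact permutation p under 0.05, with an adjusted p of 0.753. For notch, which the paper gives the smallest p of Fig. 6, the exact permutation p was 0.307. These p values, too, rest on other score values than those plotted in Fig. 6.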

Other observations

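The tests of this part were all chosen after the results were seen, except the correlations of the pathway scores with the first principal component over all 12 mice, the marker lists and the rule for named genes.

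Over 100 ways to split the 12 mice into 6 and 6, drawn at random with the real split included, 14 splits gave at least 59 genes at an unadjusted p under 0.05, so chance cannot be excluded for this count. The median over splits was 27 genes and the largest count was 155. The count of 0 genes at an adjusted p under 0.05 is reached by all 100 of the 100 splits whatever the data, so the splits say nothing about it.

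The 23 pathway scores followed the first principal component of all genes. Pearson's r lay between 0.454 and 0.963 in size (median 0.875), positive for 12 and negative for 11 scores, and Spearman's rho between 0.657 and 0.944. Adjusted over the 23 scores, the permutation p was under 0.05 for 22 by r and for 23 by rho. Without FLT9 and GC13, the mice farthest from the median, the median size of r was 0.696, and without FLT9 alone 0.775. The exception by r was DNA damage (r = -0.454, adjusted p = 0.146). Because each score is itself a component of genes of the same panel in the same mice, part of these correlations is built in, and no value for random sets of genes was computed. An axis shared by all scores as the reason why FLT9 changes several of them at once stays open.

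More genes were higher than lower in FLT. A candidate explanation is a floor of 1 count in mice with few counts. Of the called genes with a mean value under 20, 13 were higher and 4 lower, and the median log2 fold-change of all 200 such genes was 0.086. GC values redrawn 100 times at the FLT steps gave a median of -0.016 for these genes, between -0.081 and 0.045, so the redrawn values did not show the rise. Simulated values cannot exclude the explanation, and 25 of the called genes with higher mean values were also higher, against 17 lower.

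For the 40 genes of Table 1 with a mean value of at least 55, the median absolute difference from the paper's log2 fold-change was 0.0324, and for the 14 others it was 0.511. The signed medians, here minus the paper, were 0.0313 and 0.511, so most values here lay above the paper's. Median scaling moved the median log2 fold-change of all genes from 0.029 to -0.020, and the balance to 36 lower and 26 higher. Scaling alone can thus give a shift of about the size seen in the 40 genes. The scaling behind the paper's values was not tested. A background subtracted before the log2 scale in the paper was tested by subtracting each whole number up to 30. The smallest median absolute difference over the 14 genes was 0.288, at 15, against 0.511 with nothing subtracted. The difference did not reach the level of the other 40 genes, but values this low are sensitive to rounding after a subtraction, so a background stays open as part or all of the difference.

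Outside Table 1, the smallest unadjusted p among higher genes were those of Nfe2l2, C3ar1 and Ms4a1, and among lower genes those of Ninj2, Cd163 and Bik. Nfe2l2, which encodes a regulator of the response to oxidative stress, had a value of 51.7 ± 4.03 (SD, n = 6) in FLT and 35.8 ± 5.78 (SD, n = 6) in GC (exact permutation p = 0.00216), a log2 fold-change of 0.53 (standard error 0.12, limma adjusted p = 0.246), higher in 6 of 6 FLT mice than the GC median. C3ar1 was at 30.0 ± 6.63 (SD, n = 6) in FLT and 19.7 ± 2.66 (SD, n = 6) in GC (exact permutation p = 0.00649, limma adjusted p = 0.426). Ms4a1, Ninj2, Cd163 and Bik had mean values under 20, where the values of FLT mice rest on few counts. The paper does not report these 6 genes, and none passes the adjustment. Csf1, named in the Discussion as a ligand, was at 151 ± 30.6 (SD, n = 6) in FLT and 148 ± 19.8 (SD, n = 6) in GC (exact permutation p = 0.972).

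The other marker lists tested with camera had mean log2 fold-changes of -0.056 for neurons (median -0.033, 13 of 21 genes lower, unadjusted p = 0.0162, adjusted p = 0.0972), 0.062 for astrocytes (median 0.012, unadjusted p = 0.702), -0.092 for endothelium (median -0.086, unadjusted p = 0.106) and -0.013 for the interferon response (median 0.046, unadjusted p = 0.716), and 0 of them had an adjusted p under 0.05. The smallest unadjusted p of all 6 lists under fry was 0.198, for neurons. Of the 21 neuron genes, 5 are in Table 1, which the study chose on these mice.

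Of the 13 housekeeping genes, chosen as described in the processing summary, 3 had an unadjusted limma p under 0.05, Lars and Xpnpep1 lower and Supt7l higher in FLT, named after their values were seen. Compared with the other genes this was not more than chance (Fisher's exact test, p = 0.0704). The number was 2 after median scaling and 1 after quantile normalization, and lay between 0 (without FLT9, GC9 or GC14, with the replicate block, and with FLT8 and FLT12 alone) and 4 over all settings run. Because normalization fixes their mean, the changes of these genes cannot all go 1 way.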
